A study of Homo sapiens with 36 samples. Its data were reported in "The transcription factor ZNF469 regulates collagen production in liver fibrosis" (2025).

How the data were processed

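RNA was measured in primary human hepatic stellate cells, the collagen-producing mesenchymal cells of the liver. Per the labels, cells were electroporated with Cas9 ribonucleoproteins and left for 12 days before RNA was taken. There were 12 groups of 3 libraries: a non-targeting guide control (hNTO), guides against COL1A1 as a positive control, and guides against each of 10 transcription factors (NR3C1, RARG, ZNF469, RUNX1, HOXB4, MEF2D, MSC, RFX5, TBX3 and TEAD3). The study's methods describe the replicates as wells seeded after electroporation, so p-values measure the spread between such wells, which may be technical. The methods also name a single donor for the main experiments and further donors only for confirmation. Every library label here carries the same cell prefix, so all groups appear to come from that donor's cells. The p-values therefore do not cover differences between people. The labels name Trizol for RNA extraction and the methods name a column kit. Libraries were made from polyA RNA with a strand-marking kit and sequenced as paired reads.

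The deposited values are raw counts per gene, made by the authors. The submitters' processing notes name bcl2fastq, STAR 2.7.3a and the human genome build hg38, and the methods name an exon quantification pipeline and PISCES for gene quantification. Whether counting used the strand is not given in the sources used here, so overlapping and antisense genes may share counts. Reads from near-identical genes, such as SAA1 and SAA2 or the HLA genes, may also have been split between them. The table held 27038 genes in 36 libraries, and 0 columns were left unmapped. Total counts per library ran from 20766599 to 29607298. Gene names and coordinates were taken from GENCODE v44 (GRCh38), which matched 26878 of the identifiers. For donor privacy, 30 sex-linked genes were left out of every table. PCR duplicates were not marked by molecular identifiers, so counting errors cover counting only.

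Counts were analysed with edgeR 4.0.16 in R 4.3.3: TMM scaling, the default filter on low counts (16505 genes tested), and the quasi-likelihood test with robust estimation on all 36 libraries in one model with a coefficient per group and 24 residual degrees of freedom. The common biological coefficient of variation was 7.18%. Each targeted group was compared with hNTO and p-values were adjusted by Benjamini-Hochberg within a comparison. A gene counted as changed at an adjusted p of at most 0.01 and an absolute log2 fold change above 0.5, which are the study's thresholds. Single genes, type I collagens and members of gene lists were called at an adjusted p of at most 0.01 with no limit on the fold. Every adjusted p of a gene given here comes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Counts scaled to library size (CPM, from edgeR) are given as mean ± SD of the 3 libraries of a group (n = 3), and the error of a log2 fold change is its standard error.

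Lists of genes for matrix, contraction, signalling, stress, proliferation and the markers of other liver cell types were fixed before the data were examined, 32 in all. They were tested with camera from limma 3.58.1 on log2 CPM (prior count 2) with the preset inter-gene correlation of 0.01, adjusted over all 352 tests, and called at an adjusted p of at most 0.05. Of these tests 173 were called, and 48 of them were also called when the correlation was estimated from the data. The groups ZNF469, RUNX1 and TBX3 were also compared with each other in the same model. Overlaps of changed genes between them were set beside the overlap of independent lists and beside 100 simulations of unchanged groups that shared the hNTO libraries.

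The rule for named genes was also fixed beforehand. It took the target, COL1A1, COL1A2, COL3A1 and the relatives and partners of the target in every comparison. For ZNF469, RUNX1 and TBX3 it added, among changed genes whose 3 knockout libraries all lay beyond the 3 hNTO libraries and whose higher mean was at least 5 CPM, the 6 per direction with the smallest p and the 4 per direction with the largest fold. It also took up to 4 members of each list that was called or had at least 3 members past the test, and the genes the study named. The other comparisons used 3 genes per direction and up to 3 per list.

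Alternatives were DESeq2 size factors, the Wald test of DESeq2 1.42.0, no filter on low counts, models of only the 2 groups compared, a looser threshold, the replicate number as a block, the mean of the 10 other targeted groups as the control, and leaving out each library in turn. A control made of the other 8 groups whose guides are listed as coming from the same library was added after seeing the data, and so was the same control without RUNX1, since the RUNX1 group lowers many of the genes in question. The effects of the other groups, TBX3 among them, remain in these controls. Replicates carry the same numbers in each group, but no source says that a number marks a shared batch. The 3 libraries of a group differed by more than counting noise, with a chi-square per gene of 3.97 to 19.22 over the 36 replicate pairs. The steps were tested on simulated counts for 16096 genes of which 200 were changed. For RUNX1 against hNTO, edgeR recovered 83% of genes changed by a log2 fold change of 0.75 and 96% of those changed by 1.5, with 1 unchanged gene called. With no gene changed, the TBX3 comparison called 0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 from tables read with pandas 2.3.3.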

Results

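Gene expression was measured by RNA-Seq in 36 libraries of primary human hepatic stellate cells (HSCs), 12 days after CRISPR targeting of COL1A1 or 1 of 10 transcription factors (TFs). Each of the 12 groups held 3 libraries, and total counts ran from 20766599 to 29607298 per library. The TFs had been nominated because their loss lowered COL1A1 protein, and the RNA measurement asked which of them also acted on collagen mRNA and how far the effect spread over other genes. The study's guide list gives the hNTO, COL1A1 and ZNF469 guides as bought from one supplier and those of the other 9 targets as taken from another supplier's library. It is not clear whether this holds for the guides used for RNA-Seq, and the list was consulted only after the values of B2M described below had been seen.

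The targeted mRNA itself was lower than in hNTO in 8 of the 11 targeted groups, and in each of these 8 it was the lowest of all groups. HOXB4 (chromosome 17, 48575507 to 48578350, GRCh38) fell by 3.68 on the log2 scale, to 7.8% of hNTO, and COL1A1 in its own group fell to 11.6% (4080 ± 427 against 35300 ± 769 CPM, n = 3, mean ± SD). RARG (chromosome 12, 53210567 to 53232980) fell to 24.2%, TEAD3 (chromosome 6, 35473597 to 35497079) to 24.9%, MSC (chromosome 8, 71841560 to 71844412) to 34.1% and NR3C1 (chromosome 5, 143277931 to 143435512) to 35.2%. MEF2D (chromosome 1, 156463727 to 156500779) fell to 42.7%, and RUNX1 (chromosome 21, 34787801 to 36004667) to 66.2% (97.8 ± 3.59 against 148 ± 2 CPM). The other three did not pass the test: ZNF469 (chromosome 16, 88382959 to 88440757) at 79.0 ± 2.52 against 85.2 ± 5.74 CPM (adjusted p = 0.608), TBX3 (chromosome 12, 114670255 to 114684175) at −0.15 ± 0.10 (adjusted p = 0.327) and RFX5 (chromosome 1, 151340640 to 151347326) at 0.08 ± 0.09 (adjusted p = 0.733). Small insertions and deletions need not lower an mRNA, and ZNF469 has most of its coding sequence in one large exon, so the level of mRNA does not check the editing of these genes. For that the study gives plots of insertions and deletions in RNA-Seq reads, with ZNF469, TBX3 and RFX5 among the targets shown.

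Type I collagen mRNA fell in the ZNF469, RUNX1 and TBX3 groups. COL1A1 (ENSG00000108821, chromosome 17, 50184101 to 50201632), which encodes the α1 chain of type I collagen, stood at 35300 ± 769 CPM in hNTO, at 14800 ± 1110 in the RUNX1 group (log2 fold change −1.25 ± 0.08, adjusted p = 7.32e-15), at 20600 ± 615 in the ZNF469 group (−0.78 ± 0.08, adjusted p = 2.04e-07) and at 28800 ± 2180 in the TBX3 group (−0.29 ± 0.08, adjusted p = 0.00571). COL1A2 (ENSG00000164692, chromosome 7, 94394895 to 94431227), the partner chain encoded on another chromosome, fell in the same order, by 0.84 ± 0.06, 0.53 ± 0.06 and 0.26 ± 0.06 on the log2 scale. COL3A1 (ENSG00000168542, chromosome 2, 188974373 to 189012746), the chain of type III collagen, fell by 0.95, 0.53 and 0.52. In the NR3C1 group COL1A2 (−0.24 ± 0.06, adjusted p = 0.00919) and COL3A1 (−0.47 ± 0.08, adjusted p = 0.000247) fell, while COL1A1 lay at −0.22 with an adjusted p of 0.0853. Against the other 7 groups with library guides, with RUNX1 left out because it lowers these genes itself, neither passed in the NR3C1 group (COL1A2 −0.16, adjusted p = 0.0609, and COL3A1 −0.25, adjusted p = 0.0203). In the RARG, HOXB4, MEF2D, MSC, RFX5 and TEAD3 groups COL1A1 ranged from −0.20 to 0.05 with adjusted p from 0.0622 to 0.735. The fall of COL1A1 in the TBX3 group missed the test when any 1 of 5 libraries was left out (hNTO replicates 1, 2 and 3 at adjusted p = 0.0131, 0.0102 and 0.0246, TBX3 replicates 1 and 2 at 0.0313 and 0.0325), COL1A2 missed it without TBX3 replicate 2 (0.0198), and COL1A2 in the NR3C1 group without hNTO replicates 1, 2 or 3 (0.0261, 0.0327 and 0.0252) or NR3C1 replicates 2 or 3 (0.0439 and 0.0756). In the TBX3 group, against the same control, COL1A1 missed the test (−0.15 ± 0.06, adjusted p = 0.0727), while COL1A2 (−0.19 ± 0.05, adjusted p = 0.00246) and COL3A1 (−0.31 ± 0.06, adjusted p = 0.000166) stayed lower. With RUNX1 kept in that control COL1A2 also missed the test (−0.09, adjusted p = 0.168), and COL3A1 stayed past it (−0.22, adjusted p = 0.00654). In the RUNX1 group COL1A1 lay at −1.09 against the other 8 groups with library guides.

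**Figure D1:**
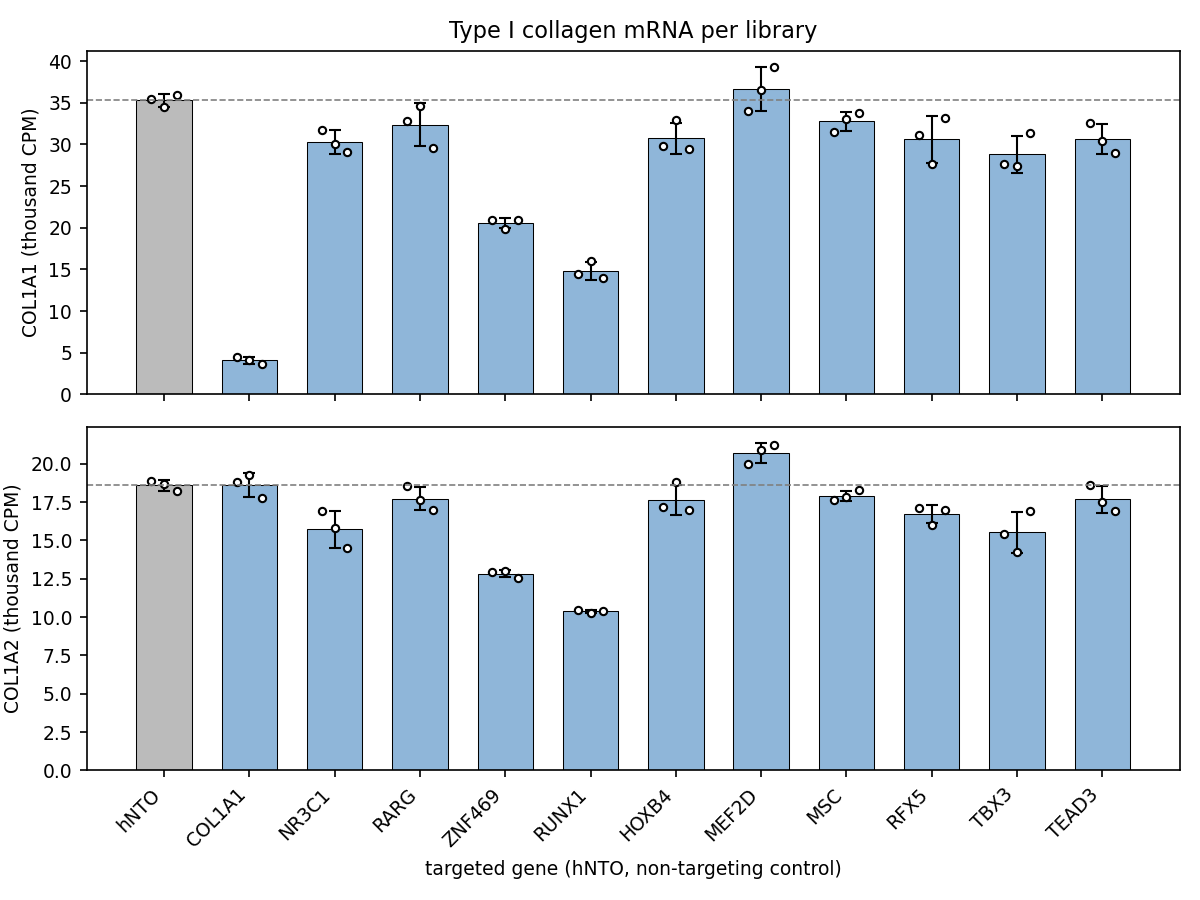
COL1A1 and COL1A2 (CPM) in each library of the 12 groups. Bars are group means, error bars SDs, points the 3 libraries and the dashed line the hNTO mean. The RUNX1 and ZNF469 groups lie lowest among the TF groups, at 14800 and 20600 CPM of COL1A1 against 35300 in hNTO, and COL1A2 in the COL1A1 group stays at the hNTO level.

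The number of changed genes spanned from 17 to 2134. At the study's thresholds 2134 genes differed from hNTO in the RUNX1 group (856 higher, 1278 lower), 901 in the TBX3 group (333 higher, 568 lower), 773 in the TEAD3 group (309 higher, 464 lower), 466 in the MEF2D group (138 higher, 328 lower) and 282 in the ZNF469 group (119 higher, 163 lower). The counts were 150 for NR3C1 (42 higher), 122 for RFX5 (36 higher), 116 for HOXB4 (21 higher), 68 for RARG (20 higher), 31 for MSC (5 higher) and 17 for the COL1A1 group (7 higher). The excess of lower genes depended on the control and in some groups on the model. With the replicate number as a block the ZNF469 group had 180 higher and 177 lower genes. In the 2-group model the COL1A1 group had 14 higher and 7 lower. Against the other 7 groups with library guides, RUNX1 left out, more genes were higher than lower in the NR3C1 (34 and 6), RARG (113 and 50), HOXB4 (11 and 5), MSC (29 and 2) and RFX5 (15 and 11) groups, the numbers were near even in the MEF2D (139 and 138) and TEAD3 (145 and 142) groups, and lower genes stayed in excess in the TBX3 group (334 and 374). Against the mean of the 10 other targeted groups, higher genes were in excess in the ZNF469 group (195 and 42), and lower genes in the RUNX1 (802 and 981), MEF2D (146 and 158) and TBX3 (338 and 349) groups. The first principal component, with 13.8% of the variance, separated the RUNX1 libraries from the others.

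**Figure D2:**
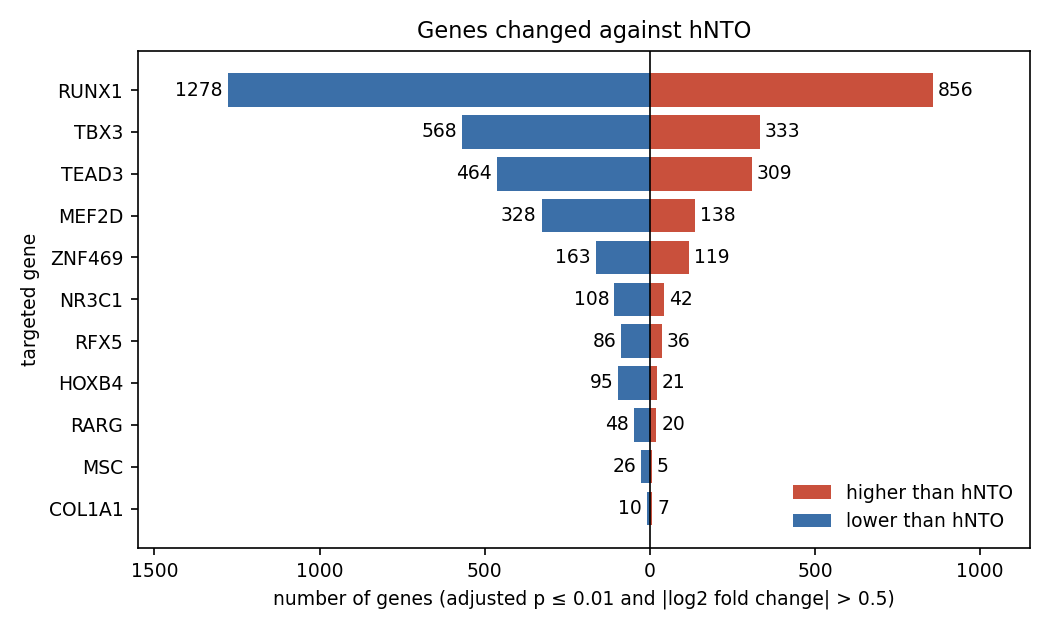
Number of genes changed against hNTO in each targeted group, at an adjusted p of at most 0.01 and an absolute log2 fold change above 0.5. Higher genes are red and lower genes blue. The RUNX1 group has 2134 changed genes and the COL1A1 group 17.

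Targeting ZNF469, a zinc finger gene whose loss underlies a brittle cornea disease, lowered COL1A1, COL1A2, COL3A1 and some other matrix genes. COL1A1 and COL1A2 had the smallest p among all lower genes. FNDC1, a fibronectin-domain matrix protein, fell by 1.70 ± 0.18 on the log2 scale (21.1 ± 5.32 against 69.1 ± 11.9 CPM, adjusted p = 2.80e-06), and FMOD, the collagen-binding proteoglycan fibromodulin, fell by 1.18 ± 0.14 (18.0 ± 1.23 against 40.9 ± 4.13 CPM). PTGDS, a prostaglandin synthase, fell by 1.54 ± 0.26 and INMT, a methyltransferase of small amines, by 0.81 ± 0.18. ADAMTSL2, which binds fibrillin microfibrils, missed the test at −1.16 ± 0.31 (adjusted p = 0.0122), as did LUM, the proteoglycan lumican, at −0.18 ± 0.09 (adjusted p = 0.183). Among genes with the strongest evidence outside the matrix were the mesothelial calcium-binding protein CALB2 (−1.42 ± 0.16), the complement inhibitor SERPING1 (−0.83 ± 0.10), the growth factor binder IGFBP4 (−0.53 ± 0.07) and, higher, the actin-binding ABLIM3 (0.77 ± 0.12), the protease PRSS12 (0.62 ± 0.09) and the phosphatase PTPRQ (0.96 ± 0.15). PRDM5, the other gene of the same corneal disease, lay at 0.04 ± 0.10. Several of the falls were shared with other TF groups: FNDC1, FMOD and SERPING1 were lower in 9 of the 10 TF groups, INMT in 8 and IGFBP4 in 10. Median log2 fold changes over these 10 groups were −1 for FNDC1, −0.99 for FMOD, −0.9 for SERPING1, −1.16 for INMT and −0.54 for IGFBP4. A fall of these genes against hNTO is thus not particular to ZNF469.

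Of 21 measured contractile myofibroblast genes 11 fell and 0 rose (15 fell adjusted over the list alone), with a median of −0.40 (camera, adjusted p = 9.10e-12, and adjusted p = 0.0831 with an estimated correlation). They included ACTA2, the smooth muscle actin that marks activated HSCs (1120 ± 69.2 against 1960 ± 209 CPM, adjusted p = 4.26e-05), TAGLN (−0.61 ± 0.09) and the myosin light chain MYL9 (−0.51 ± 0.07). The matrix genes that the study discusses for liver fibrosis fell in 5 of 15 (8 adjusted over the list alone, adjusted p = 0.0450 with an estimated correlation). Among 10 fibrillar collagens 3 fell and 1 rose (4 and 1 adjusted over the list alone), with a median of −0.21 and a mean of −0.01 (adjusted p = 0.281 with an estimated correlation). Several of the wider matrix lists were not called: matrix glycoproteins had 7 of 42 lower and 1 higher (8 and 3 adjusted over the list alone, median 0.01, mean −0.08, adjusted p = 0.175), and other collagens (adjusted p = 0.408), basement membrane genes (0.644) and matrix proteases (0.267) also missed the threshold. The genes the study named from these samples fell in 8 of 10 (9 adjusted over the list alone), which is not independent evidence because they were chosen on these libraries. Glucocorticoid response genes fell in 4 of 23 (7 adjusted over the list alone, adjusted p = 0.0143 with an estimated correlation), among them the kinase phosphatase DUSP1 (−0.49 ± 0.07) and the TF KLF9 (−0.41 ± 0.07). The 13 measured genes of the mitochondrial genome had a median of −0.34, and 5 fell (9 adjusted over the list alone, adjusted p = 0.188 with an estimated correlation), including the complex I subunit MT-ND3 (−0.47 ± 0.07). Cell cycle genes moved the other way: 16 of 45 rose and 0 fell (28 rose adjusted over the list alone), with a median of 0.27 (adjusted p = 1.82e-19, and adjusted p = 0.0895 with an estimated correlation), for instance the helicase subunit MCM4 (0.47 ± 0.06) and the mitotic kinesin KIF20A (0.67 ± 0.12).

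Smaller shifts in the ZNF469 group concerned TGF-β response genes (6 of 25 fell, 10 adjusted over the list alone, adjusted p = 0.123 with an estimated correlation), among them the metalloprotease inhibitor TIMP3 (−0.94 ± 0.14), and YAP and TEAD targets (4 of 24 fell, 7 adjusted over the list alone, adjusted p = 0.284 with an estimated correlation). Small leucine-rich proteoglycans fell in 2 of 10 (2 adjusted over the list alone, adjusted p = 0.0978 with an estimated correlation). Mesothelial and cholangiocyte markers each fell in 2 of 8 (2 adjusted over the list alone in each, adjusted p = 0.123 and 0.143 with an estimated correlation). The count of changed genes fell to 90 without hNTO replicate 3, to 111 without ZNF469 replicate 2 and to 171 without hNTO replicate 2, the fibrillar collagens lost their call without hNTO replicate 1 (adjusted p = 0.0663), and INMT missed the test without hNTO replicate 2 or 3 or any ZNF469 replicate (adjusted p = 0.0103 to 0.0410). Against the mean of the 10 other targeted groups INMT lay at 0.52, LUM at 0.35, IGFBP4 at 0.05 and KLF9 at 0.03, while COL1A2 stayed lower (−0.37, adjusted p = 1.04e-06), as did COL3A1 (−0.25), and COL1A1, whose own knockout is in that control, lay at −0.21 (adjusted p = 0.0119). With this control 4 of the 16 lists called in the ZNF469 group kept their call. A further 7 lost it in the same direction, and 5 pointed the other way (1 of them called).

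Targeting RUNX1, a runt-domain TF of blood and mesenchyme, lowered many genes of the extracellular matrix. THBS2 (ENSG00000186340, chromosome 6, 169215780 to 169254050), a matricellular thrombospondin, fell from 1540 ± 61.4 to 473 ± 13.6 CPM (log2 fold change −1.71 ± 0.06, adjusted p = 3.07e-20), and LUM (ENSG00000139329, chromosome 12, 91102629 to 91111494) from 279 ± 3.61 to 47.7 ± 5.70 CPM (−2.55 ± 0.09, adjusted p = 2.83e-19). Among genes with a mean of at least 5 CPM in either group, the largest falls were those of FNDC1 (−5.83 ± 0.27, 69.1 ± 11.9 to 1.22 ± 0.398 CPM), TMEM119, a membrane protein of bone-forming cells (−5.57 ± 0.31), SOST, the WNT inhibitor sclerostin (−5.32 ± 0.57), and SAA1, an acute phase protein whose reads may be shared with SAA2 (−5.27 ± 0.26). Also lower were the podocan relative PODNL1 (−4.49 ± 0.15), the microfibril protein ADAMTSL4 (−2.81 ± 0.12) and IGFBP4 (−1.68 ± 0.07). The largest rises among these genes were those of CA2, a carbonic anhydrase (5.76 ± 3.09 against 0.222 ± 0.190 CPM, adjusted p = 0.000565), CYP24A1, the enzyme that degrades vitamin D (4.61 ± 0.31, 57.6 ± 11.2 against 2.34 ± 0.411 CPM), ESM1, the proteoglycan endocan (4.51 ± 0.25), and the decoy receptor IL13RA2 (4.32 ± 0.33). Further rises with small p were those of the growth factor KITLG (2.15 ± 0.10), the channel subunit ABCC9 (1.81 ± 0.10), haem oxygenase HMOX1 (1.73 ± 0.09), GCLM of glutathione synthesis (1.42 ± 0.06) and SMURF2, a ubiquitin ligase of TGF-β signalling (1.14 ± 0.06). The relative RUNX2 fell by 1.39 ± 0.13. The partner CBFB passed the test with a small rise. That call was lost without hNTO replicate 2 (0.16, adjusted p = 0.0443) or 3 (0.16, adjusted p = 0.0524) or RUNX1 replicate 1 (0.19, adjusted p = 0.0188) or 3 (0.15, adjusted p = 0.0555). RARRES2, a chemoattractant precursor, had 0 counts against 54 in the 3 hNTO libraries together and was at least 19-fold lower, with the floor at 3 counts over the group.

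Small leucine-rich proteoglycans, which bind and space collagen fibrils, fell in 8 of 10 (9 adjusted over the list alone), with a median of −2.21 (camera, adjusted p = 4.46e-10, and adjusted p = 0.0121 with an estimated correlation), among them FMOD (−3.07 ± 0.17) and PODN (−2.54 ± 0.16). Fibrillar collagens fell in 7 of 10 (7 adjusted over the list alone, adjusted p = 0.0978 with an estimated correlation), including COL5A1 (1820 ± 78.6 against 3470 ± 264 CPM). Collagen processing genes fell in 21 of 35 and rose in 6 (23 and 6 adjusted over the list alone, adjusted p = 0.0978 with an estimated correlation), for instance ADAMTS2, the protease that trims procollagen (−1.20 ± 0.06). Other collagens fell in 12 of 22 and rose in 3 (13 and 3 adjusted over the list alone, adjusted p = 0.320 with an estimated correlation), and matrix glycoproteins fell in 24 of 42 and rose in 2 (24 and 2 adjusted over the list alone, adjusted p = 0.0879 with an estimated correlation), with SPARC at 6400 ± 261 against 10400 ± 82.6 CPM. The liver fibrosis matrix genes fell in 12 of 15 and rose in 1 (12 and 1 adjusted over the list alone, adjusted p = 0.0302 with an estimated correlation). Contractile genes fell in 15 of 21 (16 adjusted over the list alone), with a median of −0.60 (adjusted p = 0.0978 with an estimated correlation), and ACTA2 fell to 641 ± 33.6 CPM and the myosin kinase MYLK to 75.0 ± 4.90 from 239 ± 24.1. All 10 genes the study named from these samples fell (10 adjusted over the list alone), which is not independent evidence.

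TGF-β response genes fell in 16 of 25 and rose in 1 (16 and 1 adjusted over the list alone, adjusted p = 0.0456 with an estimated correlation), including the collagen-binding integrin ITGA11 (−2.31 ± 0.16) and LRRC32, which holds latent TGF-β (−1.77 ± 0.14). Antigen presentation genes fell in 11 of 17 and rose in 1 (11 and 1 adjusted over the list alone, adjusted p = 0.0351 with an estimated correlation): B2M, the light chain of class I molecules, fell by 1.49 ± 0.06, HLA-B by 1.58 ± 0.08 and HLA-A by 1.05 ± 0.05. Quiescent HSC markers went both ways, with 7 of 14 lower and 3 higher (7 and 4 adjusted over the list alone, adjusted p = 0.0456 with an estimated correlation), the pericyte gene RGS5 at −2.46 ± 0.23 and the nuclear receptor PPARG at 1.79 ± 0.20. Glucocorticoid response genes fell in 9 of 23 and rose in 2 (9 and 2 adjusted over the list alone, adjusted p = 0.107 with an estimated correlation). Inflammatory secretion genes rose in 11 of 25 and fell in 5 (11 and 5 adjusted over the list alone, adjusted p = 0.628 with an estimated correlation), with the neutrophil chemokine CXCL8 at 440 ± 47.9 against 37.3 ± 13.4 CPM, and the adhesion molecule VCAM1 (−3.02 ± 0.33) and the cytokine IL6 (−1.41 ± 0.13) lower. Cell cycle genes rose in 18 of 45 and fell in 1 (19 and 2 adjusted over the list alone, adjusted p = 0.378 with an estimated correlation), the nucleotide reductase RRM2 at 0.73 ± 0.08. Cholesterol synthesis genes rose in 9 of 25 and fell in 2 (10 and 2 adjusted over the list alone, adjusted p = 0.191 with an estimated correlation), and endoplasmic reticulum chaperones rose in 9 of 20 (9 adjusted over the list alone, adjusted p = 0.333 with an estimated correlation). All 3 measured hepatocyte markers fell (3 adjusted over the list alone, adjusted p = 0.0947 with an estimated correlation), though APOA1 stood at only 1.22 ± 0.0977 CPM in hNTO.

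Matrix proteases and their inhibitors split in the RUNX1 group, with 10 of 30 lower and 9 higher (10 and 9 adjusted over the list alone) and no call for the list (adjusted p = 0.737). The gelatinase MMP2 (−1.13 ± 0.07) and the membrane protease MMP14 (−1.03 ± 0.07) were among the lower members. YAP and TEAD targets rose in 9 of 24 and fell in 8 (9 and 9 adjusted over the list alone, adjusted p = 0.835, median −0.12, mean 0.05, with the test pointing up), with the tissue factor gene F3 (1.65 ± 0.11) and IGFBP3 (2930 ± 273 against 794 ± 51.3 CPM) higher. The call of the inflammatory list was lost without hNTO replicate 1 (adjusted p = 0.0605), hNTO replicate 3 (0.121) or RUNX1 replicate 2 (0.0686). Of the 2134 changed genes, 1407 (65.9%) also changed in the same direction against the other 8 groups with library guides.

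Targeting TBX3, a T-box TF of limb and liver development, went with lower small leucine-rich proteoglycans, all 10 measured, and higher endoplasmic reticulum chaperones than in hNTO. OGN, the proteoglycan osteoglycin, fell from 8.47 ± 2.33 to 0.463 ± 0.211 CPM (log2 fold change −4.18 ± 0.30, adjusted p = 1.18e-11), FMOD by 1.59 ± 0.15 and LUM by 0.93 ± 0.09. The BMP antagonist GREM2 fell by 3.36 ± 0.17 (17.7 ± 0.899 to 1.73 ± 0.525 CPM), the serotonin transporter SLC6A4 by 2.89 ± 0.37, INMT by 2.83 ± 0.22, the growth arrest gene GAS1 by 2.57 ± 0.15 and the cytokine signalling inhibitor SOCS2 by 1.92 ± 0.13. CEMIP, a protein needed to break down hyaluronan, went from 5320 ± 630 to 2070 ± 105 CPM, and THBS2 from 1540 ± 61.4 to 819 ± 11. Among genes with a mean of at least 5 CPM in either group, the largest rises were those of F2RL1, a protease-activated receptor (3.43 ± 0.36), SPP1, the phosphoprotein osteopontin (2.66 ± 0.30), and the chemokines CXCL8 (2.48 ± 0.38) and CXCL1 (2.28 ± 0.38). Rises with the smallest p were those of HERPUD1, part of protein quality control in the endoplasmic reticulum (0.69 ± 0.05), the BMP-binding BMPER (1.02 ± 0.08), the protease ADAM19 (0.74 ± 0.06) and VEPH1 (0.81 ± 0.07). The relative TBX2 lay at −0.01 ± 0.14. TBX5 had 1 count against 28 in the 3 hNTO libraries together and was at least 9.95-fold lower, with the floor at 3 counts over the group. Its call was lost without hNTO replicate 2 (adjusted p = 0.0139) or TBX3 replicate 1 (0.0265) or 3 (0.0222).

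Of the 10 small leucine-rich proteoglycans 10 fell (10 adjusted over the list alone), with a median of −1.13 (camera, adjusted p = 2.81e-14, and adjusted p = 0.00690 with an estimated correlation). Fibrillar collagens fell in 4 of 10 (5 lower and 1 higher adjusted over the list alone, adjusted p = 0.372 with an estimated correlation), with COL11A1 at −1.81 ± 0.22. Matrix glycoproteins fell in 15 of 42 and rose in 4 (17 and 4 adjusted over the list alone, adjusted p = 0.163 with an estimated correlation), and the liver fibrosis matrix genes fell in 9 of 15 and rose in 1 (11 and 1 adjusted over the list alone, adjusted p = 0.104 with an estimated correlation). Portal fibroblast markers fell in 5 of 10 (7 adjusted over the list alone, adjusted p = 0.0246 with an estimated correlation), among them elastin, ELN (−2.54 ± 0.41), and the microfibril protein MFAP4 (−1.28 ± 0.10). Endoplasmic reticulum chaperones rose in 13 of 20 and fell in 0 (13 and 0 adjusted over the list alone), with a median of 0.20 (adjusted p = 0.0121 with an estimated correlation), and HSPA5, the lumenal chaperone BiP, went from 756 ± 55.3 to 1170 ± 57.9 CPM. Integrated stress response genes rose in 12 of 23 and fell in 1 (14 and 1 adjusted over the list alone, adjusted p = 0.0912 with an estimated correlation), including PSAT1 (0.94 ± 0.11) and PSPH (0.95 ± 0.08) of serine synthesis and the cystine transporter SLC7A11 (1.99 ± 0.20). Inflammatory secretion genes rose in 12 of 25 and fell in 0 (16 and 2 adjusted over the list alone, adjusted p = 0.227 with an estimated correlation), among them IL1B (317 ± 43.8 against 107 ± 15.2 CPM) and the endotoxin receptor TLR4 (1.33 ± 0.11). All 10 genes the study named from these samples fell (10 adjusted over the list alone), which is not independent evidence.

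Glucocorticoid response genes fell in 8 of 23 and rose in 1 (8 and 1 adjusted over the list alone, adjusted p = 0.0287 with an estimated correlation), such as the kinase SGK1 (−0.75 ± 0.07), and quiescent HSC markers fell in 5 of 14 and rose in 1 (8 and 1 adjusted over the list alone, adjusted p = 0.0287 with an estimated correlation), such as the TF HAND2 (−0.88 ± 0.10). Retinoic acid response genes fell in 6 of 17 and rose in 1 (7 and 3 adjusted over the list alone, adjusted p = 0.0978 with an estimated correlation), TGF-β response genes fell in 10 of 25 and rose in 3 (10 and 3 adjusted over the list alone, adjusted p = 0.203 with an estimated correlation), with ID2 (−1.05 ± 0.09) and ID3 (−0.66 ± 0.08) lower and the ligand TGFB2 higher (1.33 ± 0.14), and p53 targets rose in 6 of 28 and fell in 1 (7 and 1 adjusted over the list alone, adjusted p = 0.144 with an estimated correlation). Endothelial markers rose in 3 of 8 (5 adjusted over the list alone, adjusted p = 0.0978 with an estimated correlation): CDH5, the endothelial cadherin, stood at 24.4 ± 4.97 against 8.21 ± 2.13 CPM and PECAM1 at 3.83 ± 1.01 against 0.717 ± 0.114. Cholangiocyte markers fell in 3 of 8 (4 adjusted over the list alone, adjusted p = 0.0891 with an estimated correlation), KRT19 by 2.21 ± 0.27. Cell cycle genes had a median of 0.00, with 1 of 45 higher and 1 lower. Contractile genes were called lower with 7 of 21 lower and 1 higher (7 and 2 adjusted over the list alone, adjusted p = 0.554 with an estimated correlation), but lost the call without hNTO replicate 3 (adjusted p = 0.308) or TBX3 replicate 1 (0.194), as the fibrillar collagens did without hNTO replicate 1 (0.107). Of the 901 changed genes, 489 (54.3%) also changed in the same direction against the other 7 groups with library guides, RUNX1 left out, where 14 of the 20 called lists kept their call, 1 pointed the other way and the proteoglycans had a median of −0.73.

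Set against each other, the RUNX1, ZNF469 and TBX3 groups differed in many genes. COL1A1 was lower in the RUNX1 than in the ZNF469 group by 0.48 ± 0.08 on the log2 scale (log2 fold change −0.48, adjusted p = 7.69e-06), and higher in the TBX3 than in the ZNF469 group (0.49 ± 0.08, adjusted p = 1.41e-05). COL3A1 did not differ detectably between TBX3 and ZNF469 (0.01, adjusted p = 0.933). In all, 1833 genes differed between RUNX1 and ZNF469 (720 higher, 1113 lower in RUNX1), 905 between TBX3 and ZNF469 (354 higher, 551 lower in TBX3) and 1542 between RUNX1 and TBX3 (690 higher, 852 lower in RUNX1). LUM lay at −2.37 in RUNX1 against ZNF469 and at −0.75 in TBX3 against ZNF469, THBS2 at −1.40 and −0.60, and FNDC1 at −4.60 in RUNX1 against TBX3. Small leucine-rich proteoglycans were lower than in the ZNF469 group in the RUNX1 group (8 of 10, median −1.59) and in the TBX3 group (6 of 10, median −0.83), both with adjusted p = 0.0384 with an estimated correlation. Endoplasmic reticulum chaperones (12 of 20 higher) and integrated stress response genes (13 of 23 higher, median 0.55) were higher in TBX3 than in ZNF469, both with adjusted p = 0.0408 with an estimated correlation. Cell cycle genes were lower in TBX3 than in ZNF469 (25 of 45, median −0.32, adjusted p = 1.99e-12, and adjusted p = 0.143 with an estimated correlation), and contractile genes were lower in RUNX1 than in TBX3 (17 of 21, median −0.53, adjusted p = 0.112 with an estimated correlation). These contrasts leave the hNTO libraries out, but both contrasts with ZNF469 also set library guides against guides listed as bought (B2M −1.36 in RUNX1 and −0.83 in TBX3), so a shift tied to the guide source is not separated there.

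The changed genes of the 3 groups overlapped. RUNX1 and ZNF469 shared 155 genes changed in the same direction (39 higher, 116 lower) and 14 in opposite directions, where independent lists would share 6.17 higher and 12.6 lower. TBX3 and ZNF469 shared 94 (16 higher, 78 lower, against 2.40 and 5.61), and RUNX1 and TBX3 shared 497 (149 higher, 348 lower, against 17.3 and 44). In 100 simulations of unchanged groups against the same hNTO libraries, the shared number was 0 in each pair. With no gene changed hardly any is called, so this 0 cannot show what shared controls add between groups with changed genes. Fold changes across genes, which are not independent replicates, correlated at 0.441, 0.462 and 0.462, against 0.449, 0.446 and 0.440 in the simulations, and their covariance was 0.165, 0.143 and 0.203 against 0.0572, 0.0571 and 0.0566. All 3 comparisons share the same 3 control libraries, which cannot be split into parts of at least 2, so part of the excess may come from them. In all 3 groups 61 genes were lower and 13 higher.

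In the COL1A1 group, the positive control, few genes moved apart from COL1A1 itself. COL1A2 lay at 0.00 ± 0.06 (18600 ± 779 against 18600 ± 330 CPM) and COL3A1 at 0.09 ± 0.08. P4HA1, a subunit of the enzyme that hydroxylates collagen prolines, rose by 0.46 ± 0.05 (133 ± 2.93 against 96.4 ± 6.40 CPM, adjusted p = 5.78e-07), as did P4HA2 (0.31 ± 0.05), and the immediate early TF gene FOSB fell by 1.44 ± 0.16. HAPLN3, a hyaluronan link protein, rose by 0.65 ± 0.09. Endoplasmic reticulum chaperones were higher as a list, with a median of 0.17 and 1 of 20 past the test over all genes (11 adjusted over the list alone, adjusted p = 0.0121 with an estimated correlation), and collagen processing genes rose in 2 of 35 (6 adjusted over the list alone, adjusted p = 0.105 with an estimated correlation). A gene with no symbol that overlaps the COL1A1 locus (ENSG00000249406, chromosome 17, 50199876 to 50215922) was also lower (adjusted p = 0.000346), and its counts may be shared with COL1A1. The count of 17 went to 9, 8 or 5 without hNTO replicate 1, 2 or 3 and to 5, 5 or 6 without COL1A1 replicate 1, 2 or 3.

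Targeting NR3C1, the glucocorticoid receptor, went with lower matrix and hormone response genes than in hNTO. FMOD fell by 1.13 ± 0.14 (18.6 ± 2.41 against 40.9 ± 4.13 CPM, adjusted p = 9.49e-06), SERPING1 by 1.05 ± 0.10 and OGN by 1.29 ± 0.22, and the relatives NR3C2 (0.45 ± 0.15, adjusted p = 0.0614) and AR (0.01 ± 0.20) did not pass. Glucocorticoid response genes fell in 6 of 23 (6 adjusted over the list alone, adjusted p = 0.0453 with an estimated correlation), among them SGK1 (334 ± 17.1 against 443 ± 22.7 CPM) and SAA1 (−1.52 ± 0.18). Small leucine-rich proteoglycans fell in 5 of 10 (7 adjusted over the list alone, adjusted p = 0.0121 with an estimated correlation), matrix glycoproteins in 10 of 42 (17 adjusted over the list alone, adjusted p = 0.0289 with an estimated correlation), TGF-β response genes in 7 of 25 (12 adjusted over the list alone, adjusted p = 0.0166 with an estimated correlation) and retinoic acid response genes in 4 of 17 (7 adjusted over the list alone, adjusted p = 0.0314 with an estimated correlation), the last with the retinal reductase DHRS3 (−0.61 ± 0.11) and the retinol dehydrogenase RDH10 (−0.57 ± 0.09). Basement membrane genes were called lower with 0 of 20 past edgeR's test (0 adjusted over the list alone, 3 lower and 1 higher at an unadjusted p under 0.05, median −0.13, adjusted p = 0.390 with an estimated correlation), a call lost without NR3C1 replicate 3 (adjusted p = 0.201). Higher were 24 of 45 cell cycle genes (38 adjusted over the list alone, adjusted p = 0.0287 with an estimated correlation), for instance cyclin A, CCNA2 (0.52 ± 0.07), and so were CIP2A (0.56 ± 0.07) and TRIP13 (0.53 ± 0.07), which act in mitosis. The count of 150 went to 67 without NR3C1 replicate 2 and to 83 without hNTO replicate 3. Only 5 of the 150 genes (3.33%) also changed in the same direction against the other 7 groups with library guides, RUNX1 left out, where SGK1 lay at 0.09, OGN at 0.05, RDH10 at 0.09 and SAA1 at −0.23 (adjusted p = 0.560), and 11 of the 20 called lists kept their call and 2 pointed the other way.

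Targeting RARG, a retinoic acid receptor, went with lower retinoid and TGF-β response genes than in hNTO. DHRS3, which the retinoid pathway induces as feedback, fell from 206 ± 20.5 to 114 ± 14.4 CPM (log2 fold change −0.85 ± 0.11, adjusted p = 7.29e-05), and CDKN2B, a cyclin-dependent kinase inhibitor, fell by 1.02 ± 0.13. The receptor RARA lay at −0.22 ± 0.07 (adjusted p = 0.115). Its relative RARB was lower and past the test, but missed it without hNTO replicate 3 (−0.35, adjusted p = 0.012) or RARG replicate 2 (−0.28, adjusted p = 0.0358). Retinoic acid response genes fell in 3 of 17 (4 adjusted over the list alone, adjusted p = 0.00752 with an estimated correlation) and TGF-β response genes in 5 of 25 (11 adjusted over the list alone, adjusted p = 0.0135 with an estimated correlation). Inflammatory secretion genes fell in 3 of 25 (3 adjusted over the list alone, adjusted p = 0.199 with an estimated correlation), among them the adhesion molecule ICAM1 (138 ± 16.4 against 229 ± 25.7 CPM). Among cell cycle genes 12 of 45 rose (34 adjusted over the list alone, adjusted p = 0.0287 with an estimated correlation). The matrix protease ADAMTS1 rose by 0.51 ± 0.06 and CPED1 by 0.59 ± 0.09. The count of 68 went to 32 without hNTO replicate 2, RARG replicate 2 or RARG replicate 3 and to 42 without hNTO replicate 3, and 16 of the 68 genes (23.5%) also changed in the same direction against the other 7 groups with library guides, RUNX1 left out, where 3 of the 15 called lists kept their call, among them TGF-β response (median −0.07), 6 pointed the other way (2 of them called), and retinoic acid response genes were not called (median −0.18, adjusted p = 0.0650).

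Targeting HOXB4, a homeobox TF, went with lower retinoid and proteoglycan genes than in hNTO. RDH10 fell from 160 ± 8.93 to 89.5 ± 4.38 CPM (log2 fold change −0.84 ± 0.09, adjusted p = 4.19e-07), DHRS3 by 0.73 ± 0.11, FMOD by 0.89 ± 0.14 and the adhesion receptor ADGRD1 by 1.12 ± 0.10, and ANGPT1, a ligand for endothelial cells, rose by 0.67 ± 0.11. The neighbours HOXB3 (0.32 ± 0.10, adjusted p = 0.0735) and HOXB5 (0.11 ± 0.25) did not pass. Retinoic acid response genes fell in 5 of 17 (5 lower and 1 higher adjusted over the list alone, adjusted p = 0.0124 with an estimated correlation), small leucine-rich proteoglycans in 3 of 10 (5 adjusted over the list alone, adjusted p = 0.0287 with an estimated correlation) and glucocorticoid response genes in 3 of 23 (4 adjusted over the list alone, adjusted p = 0.0268 with an estimated correlation). Of the cell cycle genes 14 of 45 rose (30 adjusted over the list alone, adjusted p = 0.0391 with an estimated correlation). Type I interferon response genes were called higher with 0 of 32 past edgeR's test (0 adjusted over the list alone, 7 higher at an unadjusted p under 0.05, median 0.59, adjusted p = 0.610 with an estimated correlation), and without HOXB4 replicate 1 their median was −0.02 (adjusted p = 0.886). The count of 116 went to 44 without hNTO replicate 2, to 48 without hNTO replicate 3 and to 30 without HOXB4 replicate 1, and 3 of the 116 genes (2.59%) also changed in the same direction against the other 7 groups with library guides, RUNX1 left out, where FMOD lay at −0.02, 3 of the 16 called lists kept their call, among them retinoic acid response (median −0.21), and 10 pointed the other way (4 of them called), among them the proteoglycans (0.17).

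Targeting MEF2D, a MADS-box TF of muscle and other tissues, left type I collagen near the hNTO level and lowered RGS5, a gene of pericytes, and single proteoglycan genes. RGS5 fell from 28.6 ± 4.01 to 3.63 ± 0.546 CPM (log2 fold change −2.96 ± 0.24, adjusted p = 2.46e-09), DEPP1 by 2.14 ± 0.14, ADGRD1 by 1.58 ± 0.11 and the proteoglycan ASPN by 1.62 ± 0.17, while the signalling ligands WNT5A (87.2 ± 6.83 against 45.3 ± 3.38 CPM) and ANGPT1 (0.95 ± 0.11) rose. The relatives MEF2A (−0.08 ± 0.07) and MEF2C (0.07 ± 0.13) did not pass. Against the other 7 groups with library guides, RUNX1 left out, COL1A1 (0.25, adjusted p = 0.00322), COL1A2 (0.29, adjusted p = 1.6e-05) and COL3A1 (0.53, adjusted p = 3.39e-08) were higher. Fibrillar collagens were called against hNTO with 3 of 10 higher at an unadjusted p under 0.05. That call was lost without hNTO replicate 2 (camera, adjusted p = 0.106) or MEF2D replicate 2 (0.0508). Small leucine-rich proteoglycans fell in 4 of 10 (4 adjusted over the list alone, adjusted p = 0.0801 with an estimated correlation), quiescent HSC markers in 3 of 14 (3 adjusted over the list alone, adjusted p = 0.0450 with an estimated correlation) and cholangiocyte markers in 3 of 8 (4 adjusted over the list alone, adjusted p = 0.0450 with an estimated correlation), the last with the keratin KRT18 (349 ± 31.5 against 820 ± 88.6 CPM). Cell cycle genes rose in 29 of 45 (40 adjusted over the list alone, adjusted p = 0.0450 with an estimated correlation), RRM2 by 0.58 ± 0.08. Inflammatory secretion genes rose in 10 of 25 (14 higher and 1 lower adjusted over the list alone, adjusted p = 0.190 with an estimated correlation), among them the prostaglandin synthase PTGS2 (1.33 ± 0.24) and the colony-stimulating factor CSF3 (2.64 ± 0.49), and cholesterol synthesis genes in 7 of 25 (8 adjusted over the list alone, adjusted p = 0.247 with an estimated correlation), among them INSIG1 (0.97 ± 0.11). The count of 466 went to 240 without hNTO replicate 3, and 146 of the 466 genes (31.3%) also changed in the same direction against the other 7 groups with library guides, RUNX1 left out, where 4 of the 14 called lists kept their call and 4 pointed the other way (1 of them called).

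Targeting MSC, the basic helix-loop-helix TF musculin, changed few genes. Apart from MSC itself, BAMBI, a decoy receptor of the TGF-β family, fell from 90.6 ± 6.34 to 60.8 ± 4.90 CPM (log2 fold change −0.58 ± 0.07, adjusted p = 6.48e-06), B2M fell by 0.84 ± 0.06 and TRIP13 rose by 0.51 ± 0.07, and the related TF gene TCF21 lay at 0.04 ± 0.12. A rise of cell cycle genes passed in 8 of 45 (32 adjusted over the list alone, adjusted p = 0.0287 with an estimated correlation). Small leucine-rich proteoglycans had a median of −0.45, with 0 of 10 lower over all genes (5 adjusted over the list alone and 7 at an unadjusted p under 0.05, adjusted p = 0.0289 with an estimated correlation), and contractile genes one of −0.25, with 0 of 21 lower (10 adjusted over the list alone and 15 at an unadjusted p under 0.05, adjusted p = 0.0846 with an estimated correlation). Type I interferon response genes were called higher with 0 of 32 past edgeR's test (0 adjusted over the list alone and 0 at an unadjusted p under 0.05, adjusted p = 0.693 with an estimated correlation), a call lost without hNTO replicate 3 (adjusted p = 0.0771) or MSC replicate 3 (0.568). The count of 31 went to 69, 11 and 7 without hNTO replicates 1, 2 and 3 and to 3 and 11 without MSC replicates 1 and 3. Of the 31 genes 2 (6.45%) also changed in the same direction against the other 7 groups with library guides, RUNX1 left out, where 2 of the 13 called lists kept their call and 8 pointed the other way (5 of them called), BAMBI lay at 0.02 and B2M at 0.11.

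Targeting RFX5, the TF that drives genes of antigen presentation, went with lower B2M, HLA-A, HLA-B and MR1 than in hNTO, although RFX5 mRNA itself did not pass the test. B2M fell from 595 ± 39.2 to 180 ± 9.02 CPM (log2 fold change −1.73 ± 0.06, adjusted p = 8.27e-22), HLA-B by 1.66 ± 0.08, HLA-A by 0.86 ± 0.05 and MR1, a class I-like molecule that presents vitamin metabolites, by 2.09 ± 0.06. B2M was also lower in the RUNX1 group (−1.49) and in the 7 other groups with library guides (−0.96 to −0.71). A fall of B2M is thus not particular to RFX5, but it was larger there than in those 7 groups. The RFX5 libraries lay at 170 to 187 CPM and the libraries of the 7 groups at 297 to 372 CPM. How much of the fall in the RFX5 group is a part shared by these groups was not tested. The phosphatase subunit PPP2R5D (0.63 ± 0.05) and the TF SOX12 (0.78 ± 0.09) rose. The relatives RFX1, RFX2, RFX3 and RFX7 lay between −0.16 and 0.13 and did not pass. Antigen presentation genes fell in 8 of 17 and rose in 1 (8 and 1 adjusted over the list alone), with a median of −0.26 (camera, adjusted p = 4.09e-12, and adjusted p = 0.0121 with an estimated correlation). Cell cycle genes rose in 26 of 45 (30 adjusted over the list alone, adjusted p = 0.0287 with an estimated correlation), and small leucine-rich proteoglycans fell in 4 of 10 (6 adjusted over the list alone, adjusted p = 0.0225 with an estimated correlation), LUM by 0.50 ± 0.09. The count of 122 went to 61 without hNTO replicate 3, and 16 of the 122 genes (13.1%) also changed in the same direction against the other 7 groups with library guides, RUNX1 left out, where LUM lay at −0.13 (adjusted p = 0.602), 4 of the 15 called lists kept their call and 10 pointed the other way (3 of them called).

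Targeting TEAD3, a TEAD-domain TF that works with YAP, went with lower epithelial and proteoglycan genes and higher cell cycle genes than in hNTO. ACTA2 fell from 1960 ± 209 to 971 ± 48.6 CPM (log2 fold change −1.01 ± 0.11, adjusted p = 1.80e-07), PODN by 1.66 ± 0.15, HAPLN3 by 1.56 ± 0.10 and KRT18 by 1.14 ± 0.14, while WNT5A rose by 0.97 ± 0.09 and VEPH1 by 0.90 ± 0.07. The relatives TEAD1 (−0.11 ± 0.07), TEAD2 (0.13 ± 0.08) and TEAD4 (−0.23 ± 0.08, adjusted p = 0.0300) did not pass. Contractile genes fell in 15 of 21 and rose in 1 (16 and 1 adjusted over the list alone, adjusted p = 0.0947 with an estimated correlation), and small leucine-rich proteoglycans fell in 7 of 10 (7 adjusted over the list alone, adjusted p = 0.0235 with an estimated correlation). Cholangiocyte markers fell in 5 of 8 (6 adjusted over the list alone, adjusted p = 0.0352 with an estimated correlation), mesothelial markers in 4 of 8 (6 adjusted over the list alone, adjusted p = 0.0450 with an estimated correlation) and glucocorticoid response genes in 7 of 23 with 1 higher (10 and 2 adjusted over the list alone, adjusted p = 0.0362 with an estimated correlation). Cell cycle genes rose in 38 of 45 (43 adjusted over the list alone), with a median of 0.48 (camera, adjusted p = 7.71e-29, and adjusted p = 0.0362 with an estimated correlation), among them the spindle factor TPX2 (201 ± 2.91 against 147 ± 14.4 CPM). This rise is not particular to TEAD3, since the median over the 10 TF groups was 0.34 and the list was called in 9 of them. The proteoglycan FMOD was likewise lower in 9 of the 10 TF groups. Integrated stress response genes rose in 13 of 23 and fell in 2 (14 and 3 adjusted over the list alone, adjusted p = 0.207 with an estimated correlation), and inflammatory secretion genes rose in 11 of 25 and fell in 2 (12 and 2 adjusted over the list alone, adjusted p = 0.252 with an estimated correlation), with the chemokine CXCL3 at 2.51 ± 0.38 and ICAM1 at −0.91 ± 0.08. YAP and TEAD targets were not called (adjusted p = 0.209), with 3 of 24 higher and 4 lower (4 and 5 adjusted over the list alone), IGFBP3 among the lower at −1.04 ± 0.12. The count of 773 went to 500 without hNTO replicate 3, and 232 of the 773 genes (30.0%) also changed in the same direction against the other 7 groups with library guides, RUNX1 left out, where 10 of the 15 called lists kept their call and 0 pointed the other way.

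**Figure D3:**
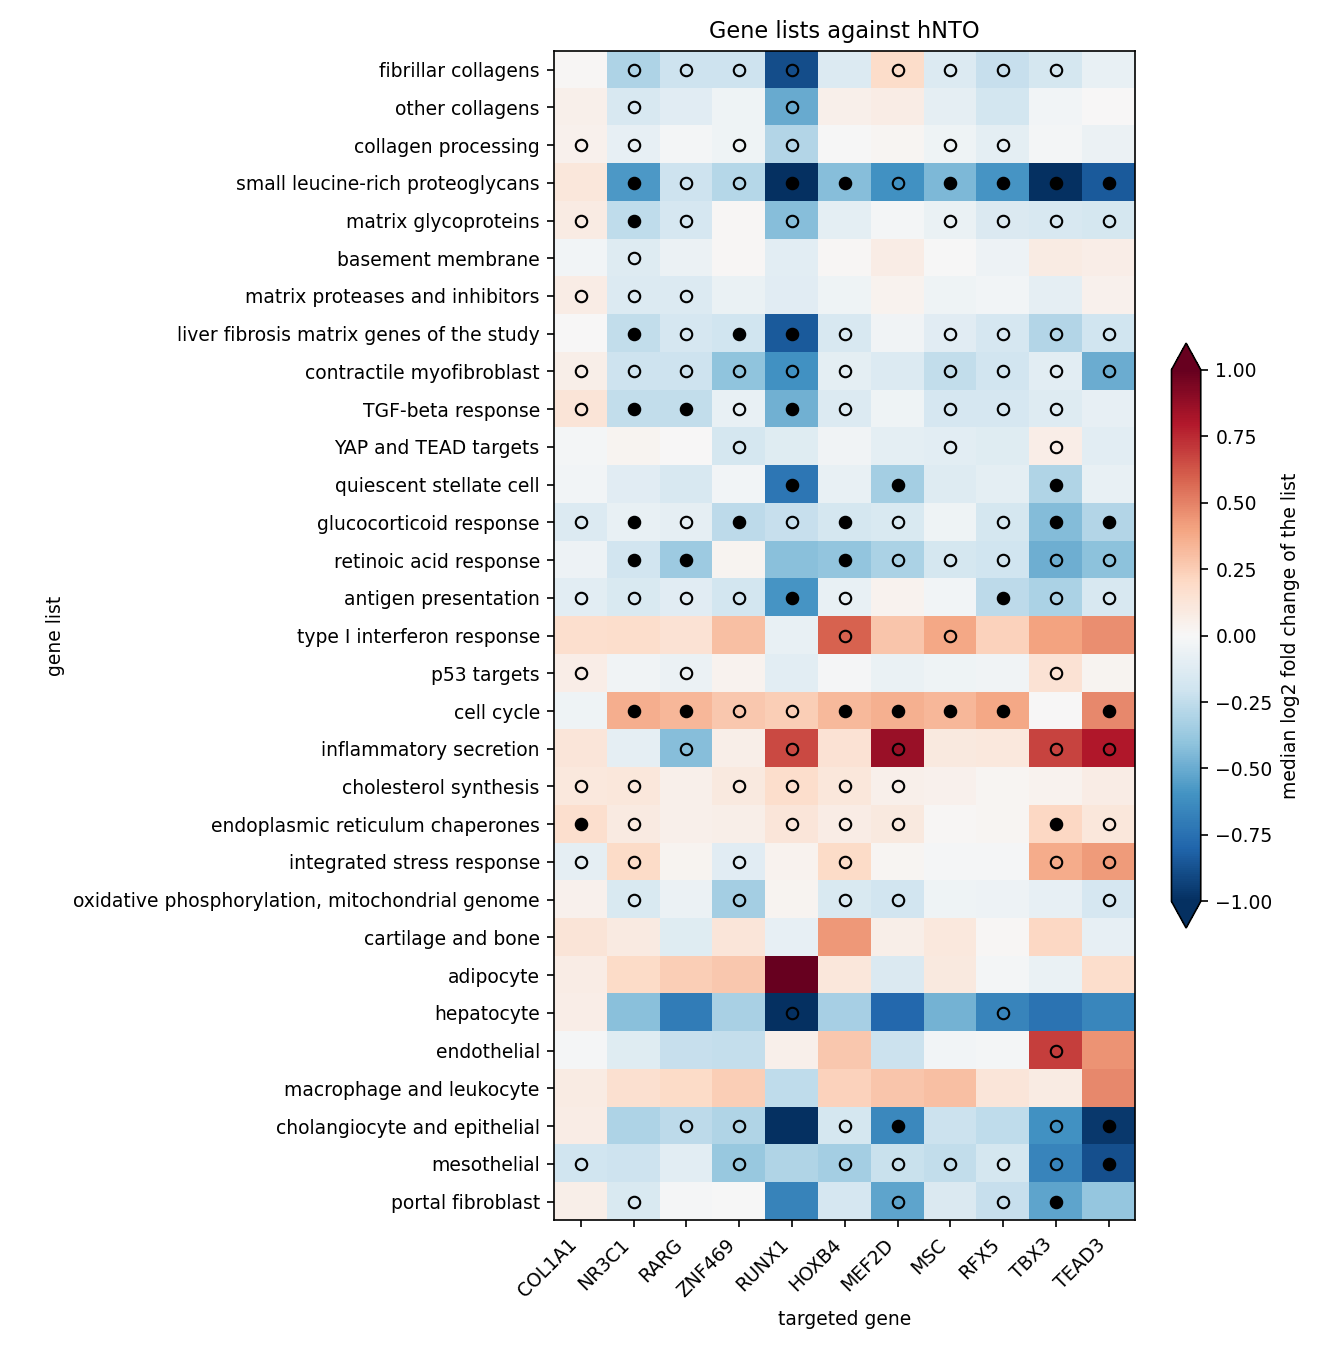
Median log2 fold change against hNTO of each gene list in each targeted group, blue for lower and red for higher. Open circles mark lists called by camera and filled circles those also called with an estimated correlation. Small leucine-rich proteoglycans have medians of −2.21 in the RUNX1 and −1.13 in the TBX3 group, and cell cycle genes are called higher in 9 of the 10 TF groups, without the call in the ZNF469 (adjusted p = 0.0895) and RUNX1 (0.378) groups with an estimated correlation.

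Markers of cartilage and bone (11 measured), adipocytes (4) and macrophages and leukocytes (3) were called in 0 of the 11 comparisons. In the RUNX1 group, however, 3 of the 4 adipocyte genes rose and 0 fell (3 and 0 adjusted over the list alone, median 1.16, camera adjusted p = 0.0742), with PPARG up by 1.79 ± 0.20 and the fatty acid transporter CD36 by 2.22 ± 0.39 (2.10 ± 0.891 against 0.447 ± 0.0577 CPM). B2M differed between sets of groups: it stood at 516 to 637 CPM in the 9 libraries of the hNTO, COL1A1 and ZNF469 groups and at 170 to 372 CPM in the 27 libraries of the other 9 groups, with log2 fold changes against hNTO from −1.73 to −0.71 in these 9 groups, 0.01 ± 0.06 in the COL1A1 group and −0.13 ± 0.06 in the ZNF469 group (adjusted p = 0.118).

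**Figure D4:**
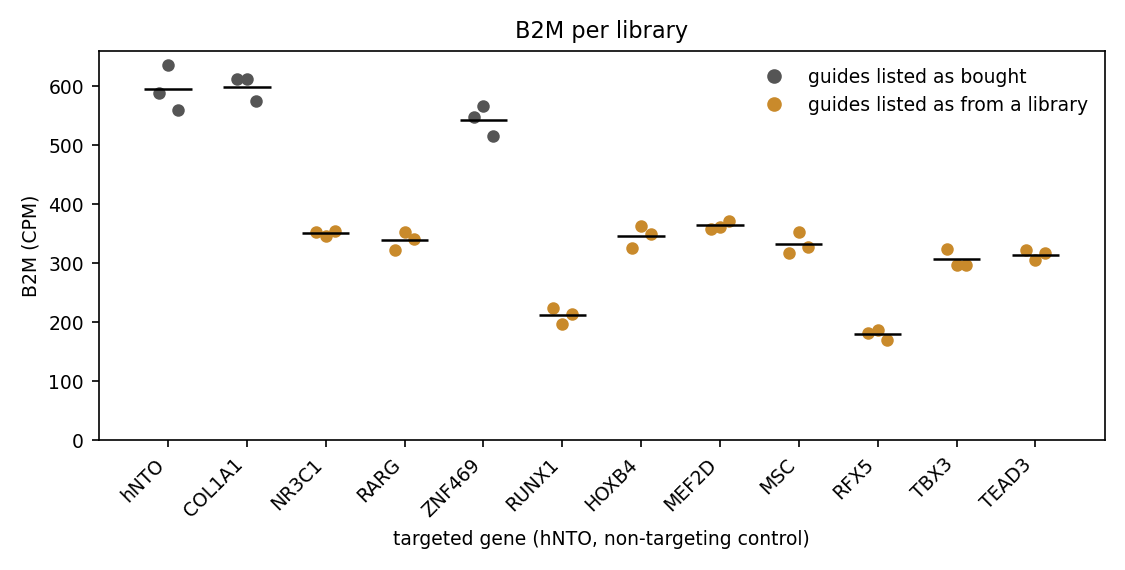
B2M (CPM) in each of the 36 libraries, by group. Grey points are groups whose guides are listed as bought and orange points groups whose guides are listed as taken from a library, and lines are group means. The 9 grey libraries lie from 516 to 637 CPM and the 27 orange libraries from 170 to 372.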

Values the study reported

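The study screened 100 transcription factors by CRISPR in primary human stellate cells and reported that 18 of them lowered intracellular COL1A1 protein. It nominated 11 factors for further work. By RNA-Seq it reported that only 3 of the targeted factors, ZNF469, RUNX1 and TBX3, lowered COL1A1 mRNA at an FDR below 0.01, that COL1A2 fell in the same groups, and that TBX3 had the smallest effect on both. It gave LUM and THBS2 as the 2 most significant falls in the RUNX1 group, and COL1A1 and COL1A2 as the 2 most significant falls in the ZNF469 group.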

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

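The controls made of the other 8 groups with library guides, or of 7 with RUNX1 left out, were chosen after the results were seen, and the other alternatives before the data were examined. For the 313 named genes, DESeq2 size factors kept the direction and side of the threshold in 313, DESeq2's Wald test in 304 with 8 newly past it, no filter on low counts in 307 and the 2-group models in 276, with 35 no longer past it. Of the 352 list tests 351 stayed on their side with size factors, 329 without the filter and 227 with the estimated correlation, where 125 lost the call. Both values short of the threshold counted as the same even where the sign differed. Library depth limits genes near a few counts, such as CSF3 and CD36, and a fold against 0 counts is only a bound. The cause was not tested for any change below, except that a looser threshold admits more genes, 2-group models have fewer degrees of freedom, and another control changes what is compared.

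At an adjusted p of 0.05 with no limit on the fold, the counts were 111 for COL1A1, 1039 for NR3C1, 429 for RARG, 1988 for ZNF469, 6069 for RUNX1, 646 for HOXB4, 2002 for MEF2D, 343 for MSC, 740 for RFX5, 3140 for TBX3 and 3007 for TEAD3. They were 5700 for RUNX1 against ZNF469, 3731 for TBX3 against ZNF469 and 4448 for RUNX1 against TBX3, and the overlaps were 1085 for RUNX1 with ZNF469, 649 for TBX3 with ZNF469 and 2010 for RUNX1 with TBX3. DESeq2's Wald test gave 30 for COL1A1 and 65 for MSC. The 2-group models gave 80 for NR3C1, 168 for ZNF469, 75 for HOXB4 and 74 for RFX5. The replicate number as a block gave 48 for MSC. Libraries of the same number had a mean residual correlation of 0.012 and those of different numbers −0.006, and the numbers were not used as pairs. That mean does not exclude a smaller part shared by libraries of one number. On the second principal component (7.94% of the variance) replicate 3 lay above replicate 1 in every group except RUNX1, for instance 24.07 against 6.844 in hNTO. A batch tied to the number stays open, and the block gave 357 genes for ZNF469 against 282 without it.

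Against the mean of the other targeted groups the counts were 474 for COL1A1, 39 for NR3C1, 142 for RARG, 19 for HOXB4, 304 for MEF2D, 35 for RFX5 and 311 for TEAD3. COL1A1, whose own group lies in that control, reversed to 0.40 in the NR3C1 group, 0.51 in RARG, 0.43 in HOXB4, 0.53 in MSC, 0.42 in RFX5, 0.32 in TBX3 and 0.42 in TEAD3, was weaker at −0.21 in ZNF469 and passed at 0.70 in MEF2D. COL1A2 was 0.22 in the COL1A1 group, −0.05 in NR3C1, 0.39 in MEF2D and −0.07 in TBX3. Against the other groups with library guides the counts were 68 for NR3C1, 205 for RARG, 48 for HOXB4, 63 for MSC, 45 for RFX5 and 281 for TEAD3. There COL1A1 was 0.38 in MEF2D and −0.01 in TBX3, and COL1A2 was −0.07 in NR3C1, 0.38 in MEF2D and −0.09 in TBX3. With RUNX1 left out of that control the counts were 40 for NR3C1, 163 for RARG, 16 for HOXB4, 277 for MEF2D, 26 for RFX5 and 287 for TEAD3, COL1A1 was 0.25 in MEF2D and −0.15 in TBX3, and COL1A2 was −0.16 in NR3C1 and 0.29 in MEF2D. The difference between −0.01 and −0.15 for COL1A1 in TBX3 comes from RUNX1 itself. In the 2-group models COL1A2 missed the threshold in NR3C1 (−0.24) and TBX3 (−0.27).

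Named genes that reversed against the mean of the other targeted groups were B2M in NR3C1 (0.07), RARG (0.02) and HOXB4 (0.05), RGMB in RARG (−0.06), INMT in RUNX1 (0.20), FMOD in HOXB4 (0.14), BAMBI in MSC (0.07), LUM (0.00) and PODN (0.20) in RFX5 and FNDC1 in TBX3 (0.15). In ZNF469 they were HLA-A (0.02), IGFBP4 (0.05), INMT (0.52), KLF9 (0.03), KRT18 (0.02), LUM (0.35), PODN (0.02), SAA1 (0.34), SLC7A11 (−0.05) and THBS2 (0.17). Against the groups with library guides they were B2M in NR3C1 (0.27), RARG (0.21), HOXB4 (0.24), MSC (0.18), TBX3 (0.05) and TEAD3 (0.09), RGMB in RARG (−0.16) and MEF2D (−0.01), INMT in RUNX1 (0.41), FNDC1 in TBX3 (0.34) and FMOD in TEAD3 (0.04). They were also CRISPLD2 (0.10), OGN (0.14), RDH10 (0.04), SAA1 (0.26), SGK1 (0.03) and SLC7A11 (−0.03) in NR3C1, FMOD (0.26), MCM4 (−0.02), NQO1 (−0.07) and OGN (0.23) in HOXB4, BAMBI (0.15) and GABBR2 (−0.03) in MSC, and LUM (0.15) and PODN (0.33) in RFX5. With RUNX1 left out, 12 reversed: B2M in NR3C1 (0.20), RARG (0.14), HOXB4 (0.18), MSC (0.11) and TEAD3 (0.02), OGN in NR3C1 (0.05) and HOXB4 (0.14), SGK1 in NR3C1 (0.09) and HOXB4 (0.02), RDH10 in NR3C1 (0.09), BAMBI in MSC (0.02) and PODN in RFX5 (0.11). Of the 173 called lists, 67 kept the call against the mean of the other targeted groups and 60 pointed the other way, and of the 145 called in groups with library guides 50 and 57 did so against that control. Without RUNX1 in it, 51 of 128 kept the call and 41 pointed the other way.

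Leaving out 1 library gave counts of 5 to 9 for COL1A1, 67 to 186 for NR3C1, 32 to 68 for RARG, 90 to 399 for ZNF469, 1887 to 2144 for RUNX1, 30 to 140 for HOXB4, 240 to 538 for MEF2D, 3 to 69 for MSC, 61 to 167 for RFX5, 760 to 868 for TBX3 and 500 to 841 for TEAD3. The libraries that moved a count by more than 1.5 times are named with each comparison in the report. COL1A1 in TBX3 ranged from −0.36 to −0.27, COL1A2 in NR3C1 from −0.29 to −0.19 and COL1A2 in TBX3 from −0.33 to −0.21, and in the other comparisons the type I collagens kept their side. Among the values of named genes 1765 kept their side, 106 lost it and 7 newly passed. The median of type I interferon response genes in HOXB4 ranged from −0.02, reversed, without HOXB4 replicate 1 to 0.85 without HOXB4 replicate 3.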

Other observations

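The tests of B2M, of the cell cycle and of the shift shared by the groups with library guides were chosen after the results were seen, and those of chromosome arms and of other splits before the data were examined. Many genes moved alike in most of the 10 TF groups, and the genes named here were chosen after their values were seen. At an adjusted p of at most 0.01, 28 genes were higher and 40 lower in at least 8 of the 10 groups, and 18 and 21 were so against the COL1A1 group too. TRIP13, a remodeller of mitotic checkpoint complexes, was higher in all 10 (0.25 to 0.66), as were TUBGCP3 of the spindle pole (0.27 to 0.53) and the kinetochore gene ZWILCH (0.23 to 0.33), though against the COL1A1 group they passed in only 9, 7 and 8 groups. SAA1 (−5.27 to −0.80), BAMBI (−1.65 to −0.44) and IGFBP4 (−1.68 to −0.31) were lower in all 10, also against the COL1A1 group. The WNT inhibitor SFRP4 (−1.41 to −0.65) and the myosin MYH10 (−0.96 to −0.36) were lower in 9. So were FNDC1 (−5.83 to −0.43), FMOD (−3.07 to −0.50) and SERPING1 (−1.51 to −0.30), and INMT (−2.83 to −0.69) was lower in 8. All 10 comparisons share the same hNTO libraries.

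B2M was lower in the 9 groups whose guides are listed as from a library. A fall of class I antigen presentation as a whole is argued against in 7 of these groups, where 6 class I genes had a median of −0.09 (SD of group medians 0.09), and stays open in the RUNX1 and RFX5 groups, where the same 6 genes had a median of −0.47 with a wide spread (SD 0.60). Loss of the chromosome region is argued against by the 22 other tested genes within 1 Mb, with a median of 0.02 (SD 0.04). Targeting a TF as such is argued against by the ZNF469 group, with guides listed as bought and B2M of at least 516 CPM in its 3 libraries. The source of the guides cannot be told apart from the targeting of these 9 particular TFs, since B2M was at most 372 CPM in each of their libraries and every one of them has a library guide. Why a guide source might lower B2M was not tested, and the guides used for RNA-Seq are not certain.

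Cell cycle genes were called higher than hNTO in 9 of the 10 TF groups, but with an estimated correlation not in the ZNF469 (adjusted p = 0.0895) and RUNX1 (adjusted p = 0.378) groups. Low values in the hNTO libraries by chance are argued against by the COL1A1 group as the control, where the median over 10 groups was 0.37 (0.34 against hNTO), with 9 groups called and 8 with the estimated correlation. These calls were adjusted over the 10 groups alone, so their number cannot be set directly beside the calls against hNTO. The source of the guides as the whole cause is argued against by the ZNF469 group, whose guides are listed with those of hNTO and whose median was 0.27. No biological explanation was tested.

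A shift shared by the groups with library guides could account for part of the collagen result. In the TBX3 group COL1A1 lay at −0.15 ± 0.06 (adjusted p = 0.0727) against the other 7 such groups with RUNX1 left out, at the bound set, so the shift and an effect of TBX3 cannot be told apart for this gene, while COL1A2 (−0.19) and COL3A1 (−0.31) stayed past the test. In the RUNX1 group COL1A1 lay at −1.09 against the other 8 (adjusted p = 6.77e-16), which argues against the shift as the cause. For the small leucine-rich proteoglycans in the TBX3 group the median was −0.73 with RUNX1 left out (SD of the other groups' medians 0.16), beyond the bound set by a narrow margin. Both the bound and this control were chosen after the values were seen. The outcome depended on the control, so how much of this fall the shift accounts for is not settled. With RUNX1 in the control COL1A1 lay at −0.01, COL1A2 at −0.09 (adjusted p = 0.168) and COL3A1 at −0.22 (adjusted p = 0.00654). COL1A2 thus missed the test with that control. The proteoglycan median was −0.44 there, still negative but short of the bound.

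Loss of the chromosome arm beyond the targeted site was looked for in all groups, and the lowest difference of medians was −0.043 in the MEF2D group (74 genes, bound −0.05), a margin less than its SD of 0.015, so a loss in a small share of cells stays open. For the counts of changed genes, the real split was 1 of 10 splits of the 6 libraries to give as many genes in each of the 11 comparisons with hNTO and the 3 between groups. The highest other split gave 1 gene for HOXB4, MSC, RUNX1 against ZNF469 and RUNX1 against TBX3, and 0 in the rest, and 10 splits are too few for a share under 0.05.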
